A study of Mus musculus with 12 samples. Its data were reported in "Med12 cooperates with multiple differentiation signals to facilitate efficient lineage transitions in embryonic stem cells" (2025).

How the data were processed

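Gene expression was measured by bulk RNA sequencing in mouse embryonic stem cells of the E14tg2a line that carried an H2B-Venus reporter at the *Spry4* locus. Wild-type cells and *Med12* mutant cells were precultured for 14 h in 2i, then held in 2i or moved to N2B27 for 24 h. The 12 libraries form 4 groups of 3 (wild type in 2i, wild type in N2B27, mutant in 2i, mutant in N2B27). Groups and replicate numbers were taken from the sample titles. The treatment field of the labels follows genotype rather than medium and was not used. Per the series description, replicates came from separate passages plated on separate days, so the spread between them includes day and passage. The paper describes the replicates of this experiment as independent biological experiments and names independent mutant lines as replicates for other experiments. Which mutant clone each of the 3 mutant replicates came from is not given in the sources used here. The genotype comparisons therefore do not separate the mutation from other differences between clones.

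Before deposition, the authors prepared strand-specific, poly-A-enriched, paired-end libraries and mapped the reads to the mouse genome GRCm39 with HISAT2 2.1.0, which the submitters' processing notes also name. The deposited counts are whole-number reads or fragments per gene and library, quantified by the authors in SeqMonk without normalization. The SeqMonk settings are not given in the sources used here. The deposited log2 TPM values are on a log2 scale and give transcript abundance normalized to gene length and library total, for the same genes and libraries, also computed by the authors. Their rule for which reads count is not given in the sources used here and may differ from that of the counts. Both tables list 35330 genes with coordinates on GRCm39, which are the coordinates printed here. Of these gene IDs, 34813 (98.5%) were found in the GENCODE M39 annotation, which was used for exons and for overlaps between genes. Symbols held by more than a single ID (43 entries) were kept apart by ID.

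Strand use was checked on 206 antisense genes that lie mostly on exons of a well-expressed gene. Their counts had a median of 0.0117 of those expected if strand were ignored, 183 were below that expectation, and 144 were below 0.1 of it. Genes that overlap another gene on the opposite strand were therefore read as separate. Genes that overlap another gene on the same strand are named as uncertain where they appear.

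Library totals ran from 19555978 to 26711004 counts, and 18589 to 19768 genes had at least 1 count. Counts were analyzed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Low genes were removed with filterByExpr by group, which left 15581 tested genes, and libraries were scaled by TMM (factors 0.970 to 1.035). A quasi-likelihood model (glmQLFit and glmQLFTest) with 4 group means was fitted to all 12 libraries. The 5 comparisons were N2B27 against 2i in each genotype, mutant against wild type in each medium, and the difference of the responses, which is the interaction of genotype and medium. P-values were adjusted by the Benjamini-Hochberg method within each comparison. A gene was called at an adjusted p below 0.01, and a large change also needed an absolute log2 fold change above 1. Levels are given as CPM, counts normalized to the TMM-scaled library size, as mean ± SD over 3 libraries, and fold changes as log2 ± SE of the fit. Where a group held no counts, the fold was bounded with 3 counts summed over that group.

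For the size of the responses, the 100 genes with the strongest fall and the 100 with the strongest rise were chosen on the mean of both genotypes' log2 responses (adjusted p below 0.01 for that mean, mean CPM of at least 1), and the slope of a gene is its mutant response divided by its wild-type response. Each set was tested for the difference of the responses with fry on voom values, adjusted over the 2 sets. There were 30 gene lists, covering pluripotency states, germ layers and other cell types, signaling targets, stress and metabolic programs, Mediator and imprinted genes. Each was tested against the other genes with camera on voom values with an estimated inter-gene correlation, adjusted over the 30 lists, with a threshold of 0.05. List members were counted from the edgeR calls and again with p-values adjusted over the list alone. Principal components were computed on centered log2 CPM with a prior count of 2.

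The groups, tests, gene lists and the rule for named genes were fixed before the data were examined, after the paper had been read. Named genes are *Med12*, *Med12l*, *Spry4* and the 7 genes of the naive panel in every comparison. In each comparison the 8 largest rises and the 8 largest falls were added, among large changes with a mean CPM of at least 5 and no overlap between the libraries of the groups compared. For the difference of the responses the last condition was dropped. Up to 4 members with the lowest adjusted p of each list described were also named, and all members of lists with 8 or fewer tested members could be. Unnamed gene models were left out. Genes named outside the rule are marked as such.

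Replicate libraries of a group differed by more than counting noise, with variance ratios to the Poisson expectation between 5.56 and 35.0, so no library was counted as a duplicate. Pairing by replicate number was checked by correlating the deviations from group means over 10641 genes with a mean CPM of at least 5. Libraries with the same number correlated at 0.395, 0.377 and 0.394 between the wild-type media, at 0.644, 0.745 and 0.618 between the mutant media, at 0.269, 0.265 and 0.254 between genotypes in N2B27, and at 0.0845, -0.0259 and 0.237 between genotypes in 2i. With a minimum of 0.1 for every pair, the numbers paired the libraries in the first 3 of these comparisons and not between genotypes in 2i. The pairing rests on the sample titles and on this correlation.

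The gene calls, slopes and list test were tried on counts simulated from the real means, library sizes and dispersions over the 15581 tested genes, with 200 changed genes. For the wild-type response, 84.8% of genes changed 4-fold and 49.3% of those changed 2-fold were called, and for the difference of the responses 75.8% and 31.3% were. Of 67 genes changed 1.5-fold, 15 were called for the wild-type response and 0 for the difference of the responses. Between 0 and 2 unchanged genes were called per comparison. The real groups differed in spread, with variance ratios of 5.56 to 6.31 in wild-type 2i and 22.9 to 35.0 in mutant 2i. Real libraries were also correlated by replicate number. Whether the simulated rates carry over to such libraries was not tested. With a simulated slope of 0.8 the estimates were 0.774 for falls and 0.800 for rises, and with a slope of 1 they were 1.005 and 1.014. For comparisons that share libraries, the overlap of opposite changes was also simulated 10 times with the called genotype effects given to other genes of like level.

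Alternatives covered scaling by median-of-ratios factors or library totals, DESeq2 1.42.0, limma on the deposited log2 TPM, other filters on low counts, an adjusted p below 0.05, a block for replicate number, fits on the compared libraries only, other choices of slope genes, a preset correlation of 0.01 in camera, and leaving out each library in turn. After the data were seen, fits without mutant replicate 2 in both media and with replicate number nested in genotype were added.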

Results

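RNA was sequenced from 12 cultures of E14tg2a cells, an established male mouse embryonic stem cell line, with 3 replicates each of wild-type cells in 2i, wild-type cells in N2B27, *Med12* mutant cells in 2i and *Med12* mutant cells in N2B27. 2i holds inhibitors of MEK and GSK3 and keeps the cells in naive pluripotency, whereas N2B27 is the same base medium without them, in which the cells begin to differentiate. The mutant lines lack part of exon 7 of *Med12*, which encodes a subunit of the kinase module of Mediator. Library totals were 19555978 to 26711004 counts. Mitochondrial transcripts held 1.46 to 1.73% of them in wild type and 1.85 to 2.05% in the mutant in 2i, and 1.31 to 1.45% and 1.62 to 1.80% in N2B27, so the share was higher in the mutant in both media without overlap. With 15581 genes tested, levels are mean CPM ± SD (n = 3), fold changes are log2 ± SE, and coordinates are on GRCm39.

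*Med12* (ENSMUSG00000079487, chromosome X, 100317636 to 100341071) was detected in every library. In 2i its level was 107, 98.98 and 96.5 CPM in the wild-type replicates and 72.6, 60.1 and 57.2 CPM in the mutant replicates. In N2B27 it was 101.5, 101.5 and 77.4 CPM in wild type and 66.1, 65.3 and 72.3 CPM in the mutant. The transcript fell in the mutant in 2i (-0.67 ± 0.12, edgeR adjusted p = 0.00387). This call was lost without any of the wild-type 2i libraries or without mutant 2i replicate 2 or 3 (adjusted p = 0.0131 to 0.0258). In N2B27 the difference of -0.46 ± 0.12 was not called (edgeR adjusted p = 0.0158), and it was called with a replicate block (-0.45, edgeR adjusted p = 0.00736). Gene counts span the whole transcript, exon 7 (100320271 to 100320525, 255 bp) is 1 of 45 exons, and *Gm21986* overlaps the gene on the same strand, so these levels do not on their own check the genotype labels.

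*Med12l*, the paralog of *Med12* (ENSMUSG00000056476, chromosome 3, 58913246 to 59226103), rose in the mutant. Its level was 7.53 ± 1.47 CPM in wild type and 25.6 ± 2.99 CPM in the mutant in 2i (1.76 ± 0.24, edgeR adjusted p = 0.00116). In N2B27 it was 2.23 ± 0.973 CPM in wild type and 19.4 ± 4.92 CPM in the mutant (3.10 ± 0.27, edgeR adjusted p = 5.13e-05). Without wild-type 2i replicate 3 the difference in 2i was 1.70 and was not called (adjusted p = 0.0103). *Gm43589* overlaps *Med12l* on the same strand, so reads of the latter are not fully separable. *Spry4* (ENSMUSG00000024427, chromosome 18, 38719300 to 38734468), an FGF target and the site of the reporter, rose over 24 h from 4.797 ± 0.132 to 64.2 ± 2.82 CPM in wild type (3.74 ± 0.37, edgeR adjusted p = 1.01e-05). In the mutant it rose from 5.32 ± 3.91 to 47.9 ± 11.2 CPM (3.18 ± 0.37, edgeR adjusted p = 6.62e-05). The responses of *Spry4* were not called as different (-0.56, edgeR adjusted p = 0.656), nor were its levels between genotypes in N2B27 (-0.42, edgeR adjusted p = 0.368).

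**Figure D1:**
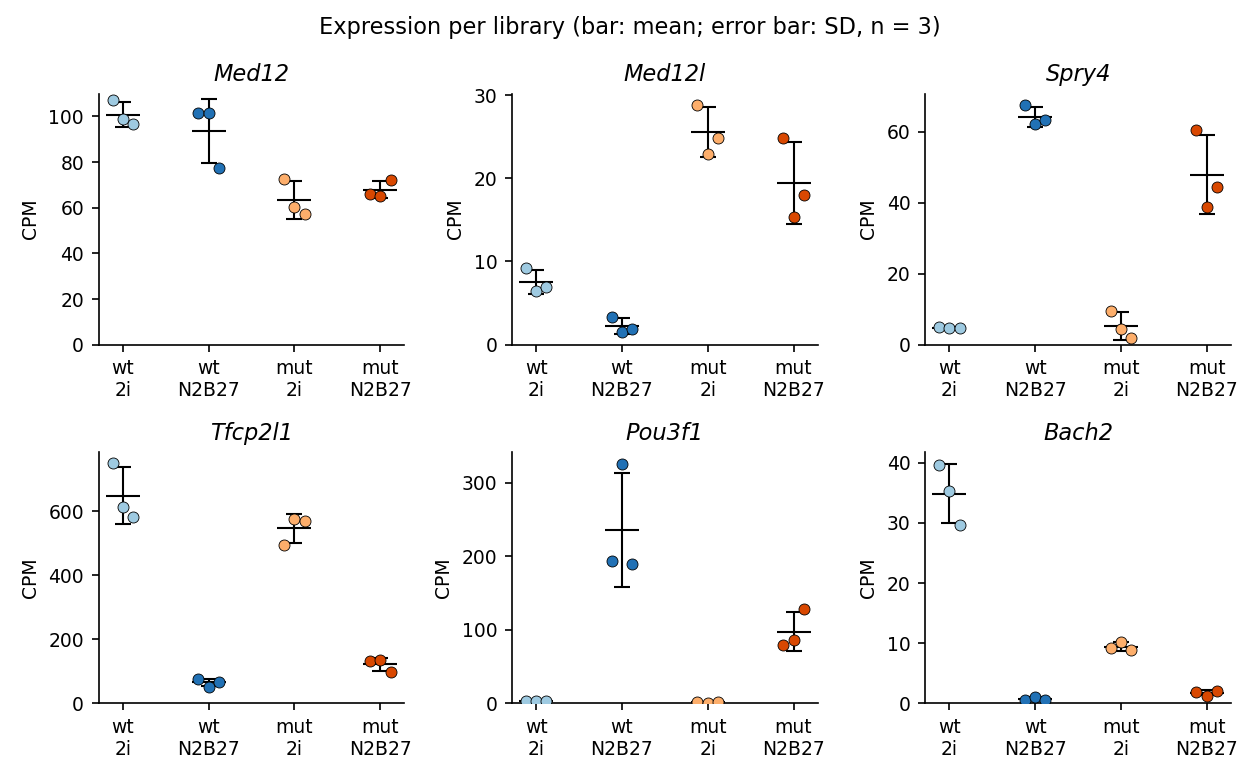
CPM of *Med12*, *Med12l*, *Spry4*, *Tfcp2l1*, *Pou3f1* and *Bach2* in each library of the 4 groups, with points for libraries and the mean and SD of 3 replicates. *Med12l* lies higher in the mutant in both media, and *Spry4* and *Pou3f1* rise in both genotypes over 24 h.

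Medium and genotype separated the 12 libraries. The first principal component held 52.0% of the variance and placed the 2i libraries at scores of -53.4 to -41.1 and the N2B27 libraries at 33.2 to 63.0. The wild-type N2B27 libraries (58.4 to 63.0) lay farther from the 2i libraries than the mutant N2B27 libraries did (33.2 to 47.0). The second component held 21.4% and separated wild type (-36.1 to -28.3) from mutant (18.98 to 42.5). On the deposited log2 TPM of all genes the first component held 32.1% and the second 16.8%.

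**Figure D2:**
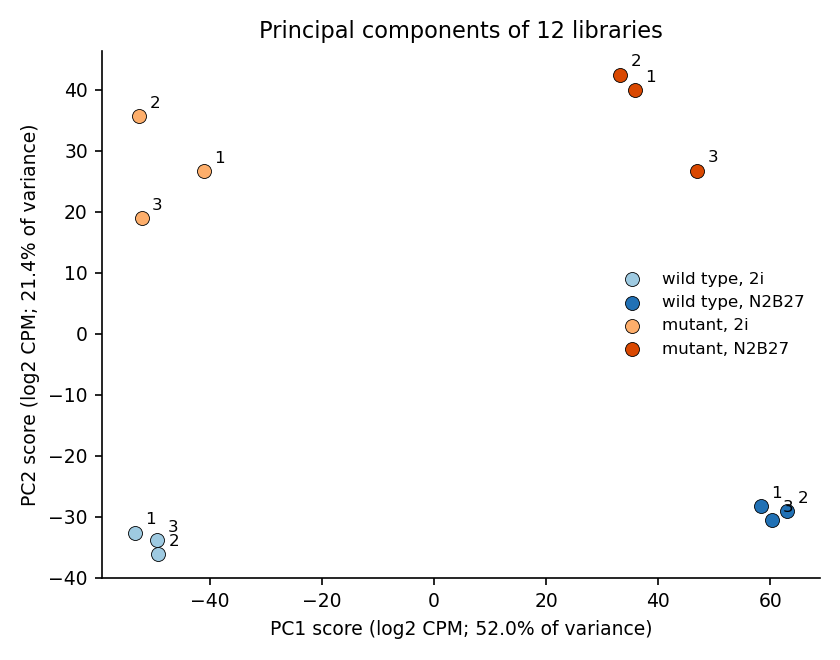
First and second principal component scores of the 12 libraries from log2 CPM of the tested genes, with the percent of variance on each axis. The first component (52.0%) parts the media and the second (21.4%) parts the genotypes.

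The wild-type comparison of media asked which genes change as cells leave 2i for 24 h. All 7 genes of the naive panel fell, also when adjusted over the list alone (camera adjusted p = 0.262 with an estimated correlation). The study followed this panel in these samples, so its fall is not counted as independent evidence. *Tfcp2l1*, a naive transcription factor (ENSMUSG00000026380, chromosome 1, 118555675 to 118612898), fell from 649 ± 89.5 to 64.7 ± 11.9 CPM (-3.33 ± 0.16, edgeR adjusted p = 6.81e-08). *Nanog*, which encodes a homeodomain factor of naive cells (ENSMUSG00000012396, chromosome 6, 122684448 to 122691592), fell from 702 ± 37.7 to 38.5 ± 8.58 CPM (-4.19 ± 0.30, edgeR adjusted p = 9.31e-07). Of 12 formative genes, which mark early post-implantation epiblast, 11 rose and 12 did when adjusted over the list alone (camera adjusted p = 0.0568 with an estimated correlation). Among them *Pou3f1*, a POU factor (ENSMUSG00000090125, chromosome 4, 124550600 to 124554448), rose from 2.56 ± 0.116 to 236 ± 77.8 CPM (6.53 ± 0.31, edgeR adjusted p = 5.63e-08). *Dnmt3l*, a cofactor of de novo DNA methylation, rose by 2.34 ± 0.11 (edgeR adjusted p = 6.81e-08). Among genes with a mean CPM of at least 5 and no overlap between libraries, the largest fall was that of *Pglyrp1*, a peptidoglycan recognition gene (-7.29 ± 0.23, edgeR adjusted p = 3.09e-09), and *Thbs1*, a matrix gene, was among the largest rises (5.45 ± 0.29, edgeR adjusted p = 1.18e-07). *Car4*, a carbonic anhydrase gene, had 0 counts in wild-type 2i and was at least 242.8-fold higher in N2B27, with 3 counts over the group as the floor.

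Some targets of FGF and Wnt signaling were called in wild type, although neither list passed the threshold as a whole. Of 14 tested FGF and ERK targets 7 rose and 1 fell (9 called when adjusted over the list alone, camera adjusted p = 0.317 with an estimated correlation), with *Dusp6*, an ERK phosphatase gene, up by 2.28 ± 0.15 (edgeR adjusted p = 4.58e-07). Of 10 Wnt targets 5 fell and 1 rose (6 called when adjusted over the list alone, camera adjusted p = 0.541 with an estimated correlation), and *Axin2*, a feedback inhibitor of the pathway, changed by -1.75 ± 0.12 (edgeR adjusted p = 8.06e-07). In all, 3795 genes were called, 1893 higher and 1902 lower in N2B27, and 1035 rises and 918 falls were large. Without wild-type 2i replicate 1 the number of called genes was 2483, and with a block for replicate within each genotype, chosen after the data were seen, it was 5788.

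In the *Med12* mutant the same comparison of media was made, and the naive panel fell there too. As a list it did not pass the threshold (camera adjusted p = 0.185 with an estimated correlation). *Tfcp2l1* fell from 546 ± 46.0 to 122 ± 19.8 CPM (-2.17 ± 0.16, edgeR adjusted p = 2.76e-06) and *Nanog* fell by 3.32 on the log2 scale (SE 0.29, edgeR adjusted p = 9.18e-06, in a part of chromosome 6 that differed in mutant replicate 2), and the other 5 genes of the panel fell as well. Of the 12 formative genes 11 rose, or 12 when adjusted over the list alone. *Pou3f1* rose from 1.38 ± 0.554 to 97.5 ± 26.2 CPM (6.16 ± 0.33, edgeR adjusted p = 3.4e-07), and *Fgf5*, an FGF ligand gene of the epiblast, rose from 0.51 to 20.4 ± 8.37 CPM (5.29 ± 0.62, edgeR adjusted p = 6.9e-05). The formative list was the only list of 30 past the threshold in this comparison (camera adjusted p = 0.0415 with an estimated correlation). That p was 0.0679, 0.102 and 0.105 without mutant 2i replicate 1, 2 or 3, 0.0958 without mutant N2B27 replicate 2 and 0.1045 with a replicate block. Of 14 FGF and ERK targets 6 rose and 1 fell (9 called when adjusted over the list alone, camera adjusted p = 0.185 with an estimated correlation), and *Dusp6* rose by 2.82 ± 0.15 (edgeR adjusted p = 4.05e-07).

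In the mutant 2110 genes were called, 1107 higher and 1003 lower, with 714 large rises and 450 large falls. The number of called genes was 1358 without mutant N2B27 replicate 3 and 3976 with the block for replicate within each genotype. Of the large rises 569 were shared with wild type (47.4 by chance), as were 402 of the large falls (26.5 by chance), and no gene had large changes in opposite directions. The numbers of called genes do not test whether the genotypes responded differently, which slopes and the interaction compare directly.

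The falls were smaller in the mutant than in wild type for genes chosen on both genotypes. Over the 100 genes with the strongest falls, the median slope of the mutant on the wild-type response was 0.754, with 89 slopes below 1 (fry adjusted p = 0.00297). For falls chosen on the mutant response alone the median slope was 0.848 and the difference was not called (fry adjusted p = 0.103). In wild type these genes averaged 3.53 ± 0.09 in 2i and -0.38 ± 0.18 in N2B27 (log2 CPM, mean ± SD, n = 3), and in the mutant 3.46 ± 0.22 and 0.53 ± 0.02. By replicate number the slopes of the falls were 0.717, 0.729 and 0.831. Over the 100 strongest rises the median slope was 0.837, with 74 below 1, and the difference was not called (fry adjusted p = 0.198). The rises averaged -0.67 ± 0.08 and 3.21 ± 0.13 in wild type and -0.41 ± 0.20 and 2.90 ± 0.31 in the mutant, with slopes of 0.722, 0.826 and 1.02 by replicate number. For rises chosen on the wild-type response alone the median slope was 0.773 (fry adjusted p = 0.0488). For rises chosen on the mutant response alone it was 0.919 (fry adjusted p = 0.659). Leaving out any single library gave slopes of 0.6997 to 0.786 for falls and 0.812 to 0.910 for rises. The 7 naive panel genes had slopes of 0.651 to 0.855, but the difference of the responses was called by edgeR for 0 of them, with 3 at an unadjusted p below 0.05, and for 1 when adjusted over the list alone (camera adjusted p = 0.488 with an estimated correlation).

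**Figure D3:**
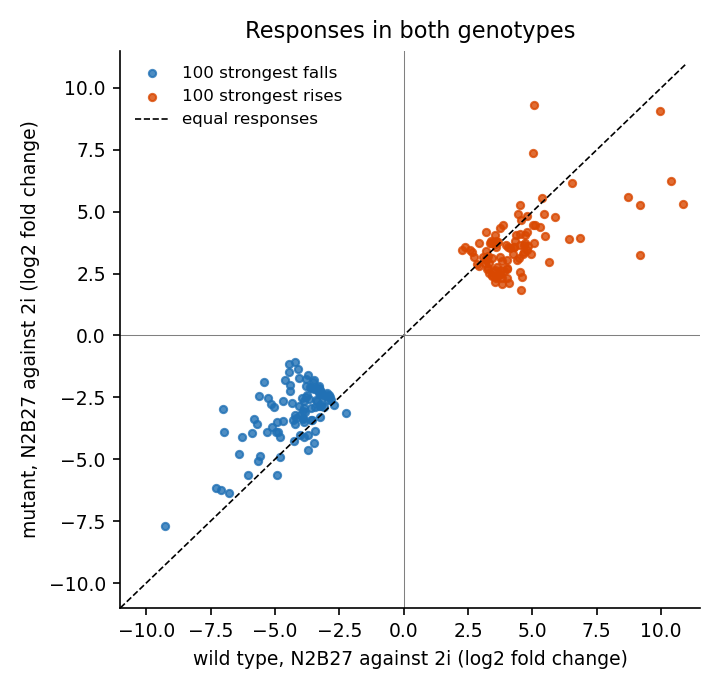
Mutant against wild-type log2 fold change over 24 h for the 100 strongest falls and the 100 strongest rises, with a dashed line for equal responses. Of the falls, 89 have a slope below 1, with a median of 0.754.

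Comparing genotypes in 2i asked what differed between mutant and wild-type cells before differentiation. *Parva*, an actin-binding focal adhesion gene (ENSMUSG00000030770, chromosome 7, 112026712 to 112190899), rose from 5.12 ± 0.363 CPM in wild type to 31.1 ± 4.06 CPM in the mutant (2.60 ± 0.18, edgeR adjusted p = 4.4e-05). *Gcm1*, a trophoblast transcription factor gene (ENSMUSG00000023333, chromosome 9, 77959206 to 77972906), rose from 0.0515 to 2.74 ± 0.476 CPM (5.50 ± 0.52, edgeR adjusted p = 0.000137). *Lmx1b*, a LIM homeobox gene, rose by 2.64 ± 0.34 (edgeR adjusted p = 0.000711), and *Sema5b*, a semaphorin gene, fell from 42.7 ± 3.18 to 8.50 ± 1.89 CPM (-2.33 ± 0.25, edgeR adjusted p = 0.000359). Of 21 imprinted genes 7 rose and 1 fell, and 13 were called when adjusted over the list alone (camera adjusted p = 0.388 with an estimated correlation). *Meg3*, a maternally expressed noncoding RNA (chromosome 12, 109506884 to 109538160), rose from 74.3 ± 27.9 to 366 ± 73.0 CPM (2.30 ± 0.27, edgeR adjusted p = 0.000466), and its neighbors *Rian* (2.21) and *Mirg* (2.37) rose with it. *Etv4*, an ERK target, fell (-1.04 ± 0.13, edgeR adjusted p = 0.000535), as did 2 other FGF and ERK targets of 14 (5 when adjusted over the list alone, camera adjusted p = 0.451 with an estimated correlation). All 7 genes of the naive panel had lower values in the mutant in 2i (median log2 fold change -0.55, camera adjusted p = 0.388 with an estimated correlation). Of these, *Esrrb*, a nuclear receptor gene (-0.57 ± 0.12, edgeR adjusted p = 0.0108), and *Zfp42*, a zinc finger gene (-0.77 ± 0.17, edgeR adjusted p = 0.0132), were called when adjusted over the list alone and by DESeq2. The main edgeR fit over all genes did not call them. The edgeR fit with a replicate block called *Esrrb* (-0.57, adjusted p = 0.00954) and *Zfp42* (-0.78, adjusted p = 0.00484). Replicate numbers did not pair the libraries between genotypes in 2i.

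In 2i 626 genes were called, 388 higher and 238 lower in the mutant, with 241 large rises and 100 large falls. Called genes numbered 185, 207 and 171 without wild-type 2i replicate 1, 2 or 3 and 246 without mutant 2i replicate 2. Large changes, 341 in all, numbered 123, 146, 121 and 159 in the same order.

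Comparing genotypes after 24 h in N2B27 asked what differed between mutant and wild-type cells during differentiation. Trophoblast genes and YAP targets were among those higher in the mutant, although neither list passed the threshold as a whole. Of 14 trophoblast genes 6 rose, and 11 did when adjusted over the list alone (camera adjusted p = 0.0506 with an estimated correlation). *Tfap2c*, which encodes an AP-2 factor (ENSMUSG00000028640, chromosome 2, 172391513 to 172400542), was at 1.498 ± 0.705 CPM in wild type and 20.7 ± 12.7 CPM in the mutant (3.79 ± 0.43, edgeR adjusted p = 0.000204), and *Gcm1* rose by 4.39 ± 0.37 (edgeR adjusted p = 4.1e-05). Of 8 YAP targets 5 rose, also when adjusted over the list alone (camera adjusted p = 0.0506 with an estimated correlation), and *Ccn1*, a matricellular gene, rose from 7.85 ± 1.78 to 25.9 ± 4.22 CPM (1.72 ± 0.21, edgeR adjusted p = 0.000313). *Tfcp2l1* was higher in the mutant (0.91 ± 0.15, edgeR adjusted p = 0.00202), the only 1 of the 7 naive panel genes called, also when adjusted over the list alone (5 of 7 positive, median 0.13, camera adjusted p = 0.867 with an estimated correlation). Of the 12 formative genes 3 were lower, or 5 when adjusted over the list alone (camera adjusted p = 0.309 with an estimated correlation). *Pou3f1* was among them (-1.27 ± 0.23, edgeR adjusted p = 0.00319), a call lost without mutant N2B27 replicate 1 (-1.14, adjusted p = 0.0175) or 2 (-1.18, adjusted p = 0.0159). *Slc11a1*, a metal transporter gene, fell from 18.8 ± 2.58 to 3.41 ± 0.935 CPM (-2.46 ± 0.20, edgeR adjusted p = 3.63e-05), and *Parva* rose by 3.65 ± 0.19 (edgeR adjusted p = 1.39e-06).

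In N2B27 1238 genes were called, 789 higher and 449 lower in the mutant, and 450 of the 561 large changes (80.2%) were rises. Called genes numbered 557 and 500 without wild-type N2B27 replicate 1 or 3, 603 and 679 without mutant N2B27 replicate 1 or 2, and 2270 with a replicate block. Rises made up 271 of 325, 347 of 471 and 243 of 303 large changes without wild-type N2B27 replicate 1, 2 or 3. They made up 297 of 363, 350 of 410 and 411 of 560 without mutant N2B27 replicate 1, 2 or 3. With all libraries 149 of the large rises were shared with those in 2i (6.96 by chance), as were 37 of the large falls (0.712 by chance), and 1 gene changed in opposite directions. This overlap, 186 genes, was 80, 87 and 72 without wild-type 2i replicate 1, 2 or 3 and 92 without mutant 2i replicate 2. Of 13 mitochondrial genes 12 had higher values in the mutant in 2i (median log2 fold change 0.23) and 13 in N2B27 (0.34). With the main edgeR fit 0 of them were called in either medium, also when adjusted over the list alone, with 4 and 8 at an unadjusted p below 0.05 (camera adjusted p = 0.479 and 0.423 with an estimated correlation). With a replicate block edgeR called *mt-Nd5* (0.57, adjusted p = 0.000217) and *mt-Nd2* (0.38, adjusted p = 0.0028) in N2B27. That block also called *mt-Nd4*, *mt-Co1* and *mt-Nd5* in 2i, where replicate numbers did not pair the libraries (adjusted p = 0.0059 to 0.00887).

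The difference of the responses asked directly which genes changed over 24 h to a different extent in the mutant. *Bach2*, a transcriptional repressor gene (ENSMUSG00000040270, chromosome 4, 32238804 to 32586108), fell from 34.9 ± 4.95 to 0.714 ± 0.265 CPM in wild type and was at 9.41 ± 0.759 and 1.73 ± 0.441 CPM in the mutant (difference 3.16 ± 0.33, edgeR adjusted p = 0.00299). *Bach2it1* overlaps it on the same strand. *Fzd10*, a Wnt receptor gene (ENSMUSG00000081683, chromosome 5, 128677908 to 128681157), went from 47.5 ± 2.67 to 4.18 ± 0.694 CPM in wild type and from 39.96 ± 1.63 to 10.8 ± 0.425 CPM in the mutant (1.62 ± 0.16, edgeR adjusted p = 0.00259). *Smagp*, a small transmembrane protein gene (ENSMUSG00000053559, chromosome 15, 100519220 to 100534821), went from 7.43 ± 0.40 to 39.3 ± 2.26 CPM and from 15.9 ± 1.25 to 26.1 ± 4.63 CPM (-1.69 ± 0.18, edgeR adjusted p = 0.00299). Positive differences were also called for *Klhdc7a* (2.04), *Plekhg5* (1.31) and *Fstl1* (1.07), and, outside the rule for named genes and chosen after their values were seen, for *Lax1* (2.97) and *Epb41l4a* (0.89). These 8 genes were all of those called, against 2032 at an unadjusted p below 0.05, and 23 were called with a replicate block. With edgeR no gene was called without wild-type 2i replicate 1 or 2, wild-type N2B27 replicate 3 or mutant 2i replicate 2, 1 without wild-type N2B27 replicate 1, 2 without wild-type 2i replicate 3 and 13 without wild-type N2B27 replicate 2.

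Mutant replicate 2 differed from the other mutant replicates by chromosome in both media. In it 9 Y-linked genes held 0 counts in 2i and 4 in N2B27, where the mean of the other mutant replicates would give 5511 and 5476. Those replicates were not alike, with 185 and 191 CPM over these genes in 2i and N2B27 in mutant replicate 1, 284 and 295 CPM in mutant replicate 3 and 255 to 314 CPM in the wild-type libraries. *Gm47283*, a Y-linked gene left out of this sum and far from the others on the chromosome (from 90796007), was at 129.9 CPM in 2i and 137 CPM in N2B27 in replicate 2, against 251 to 291 and 226 to 316 CPM in the other mutant replicates. Genes on chromosome 6 from 92347889 to 149003178 (200 genes) were higher than the mean of mutant replicates 1 and 3 by a median log2 of 0.48 in 2i and 0.49 in N2B27. On chromosome 14 the genes from 4137837 to 47059699 (120 genes, 0.49 and 0.47) and from 105344187 to 123221447 (28 genes, 0.58 and 0.55) were higher as well. The remaining 484 genes of both chromosomes had medians of -0.03 and -0.01. *Nanog*, *Ccnd2*, *Dppa3*, *Tead4*, *Spry2*, *Zic2* and *Farp1* lie in the higher parts. These genes and windows were examined after the result was seen.

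**Figure D4:**
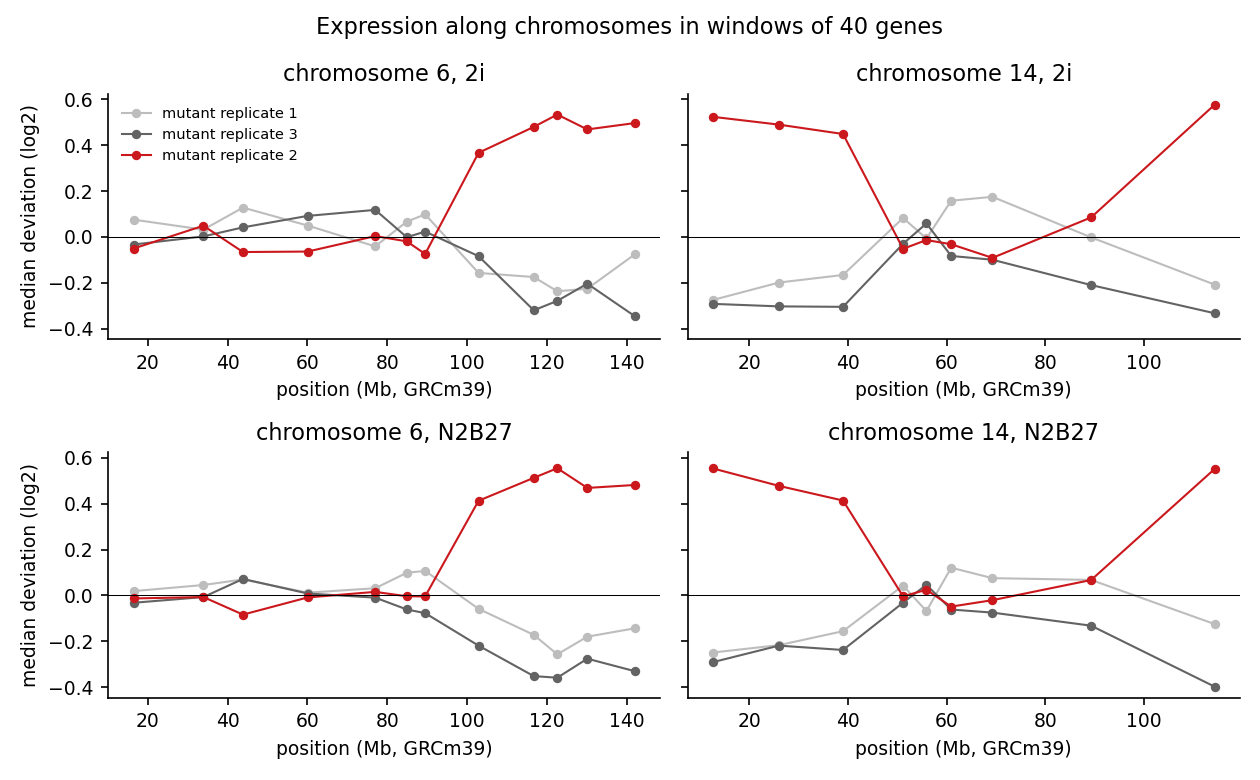
Median log2 deviation of each mutant replicate from the mean of the other mutant replicates in windows of 40 genes along chromosomes 6 and 14 (positions in GRCm39), in 2i and N2B27. Replicate 2 is higher by about 0.49 over part of each chromosome.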

Values the study reported

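In the paper, the first principal component of this experiment held 32.1% of the variance and the second 16.8%. Differentially expressed genes were taken at an adjusted p below 0.01 and an absolute log2 fold change above 1.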

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

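The tests for a lost Y chromosome and for extra copies, the block for replicate within each genotype and the fit without mutant replicate 2 were chosen after the result was seen. The judgment of falls and rises as separate sets was also made only after their values were seen.

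The responses of 6 named genes differed between genotypes by the interaction test. *Bach2* (3.16), *Klhdc7a* (2.04), *Fzd10* (1.62), *Plekhg5* (1.31) and *Fstl1* (1.075) had positive log2 differences, and *Smagp* had a negative one (-1.69). In 2i *Bach2* was at 34.9 ± 4.95 CPM in wild type and 9.41 ± 0.759 CPM in the mutant (n = 3), so the genotypes did not start from a like level. *Plekhg5* went from 50.7 ± 0.762 to 24.5 ± 2.81 CPM in wild type and was at 63.4 ± 7.49 and 76.0 ± 5.36 CPM in the mutant. *Fstl1* went from 262 ± 5.21 to 98.7 ± 6.68 CPM in wild type and from 166 ± 8.34 to 132 ± 17.4 CPM in the mutant. *Klhdc7a* went from 16.6 ± 2.94 to 4.05 ± 0.554 CPM in wild type and was at 24.7 ± 4.95 and 24.8 ± 4.04 CPM in the mutant. The number of calls depended on single libraries in the fit without a block, since edgeR called 0 genes without wild-type 2i replicate 1 or 2, wild-type N2B27 replicate 3 or mutant 2i replicate 2 (2032 genes at an unadjusted p below 0.05 with all libraries, and 142 called by DESeq2), 1 without wild-type N2B27 replicate 1 and 2 without wild-type 2i replicate 3. For *Bach2* and *Smagp* the sizes changed less than the calls. Their log2 differences were 2.97 to 3.24 and -1.72 to -1.62 in the fits without a single library that lost their calls. Such ranges are not given here for the other named genes. The block for replicate within each genotype called 189 genes, among them all 8 in the same direction.

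As many as the 8 genes were called in 2 of 100 splits of the libraries, the real one included. The other such split called 2505 genes and exchanged the genotypes within a single medium, so it follows a structure of the samples, and the next highest called 3. The remaining splits mix genotypes within a medium, which adds the genotype effect to the spread between replicates, so they do not decide whether chance is excluded. For the other comparisons, 1 of 10 splits, the real one, reached the real number of called genes (3795 and 2110 for the responses of wild type and mutant, 626 and 1238 for the genotypes in 2i and N2B27), and the highest other split called 0, by the same edgeR test. With 10 splits a share below 0.05 cannot be had. Every other split also mixes the compared groups, which adds their difference to the spread between replicates. These splits therefore do not decide whether chance is excluded either.

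The change over 24 h was smaller in the mutant for the 100 strongest falls, with a median slope of 0.754 that was tested as an interaction. For the falls, the tables argue against the choice of genes as the whole cause (slope 0.8004 in replicates 2 and 3 for genes chosen on replicate 1, with 0.747 and 0.842 in the single replicates), against mutant replicate 2 (0.773 without it) and against the starting level in 2i (a log2 difference of 0.91 was left in N2B27). The choice bears on the size and on the call, since falls chosen on the mutant alone gave 0.848 and were no longer called (fry adjusted p = 0.103). For the rises the same values were 0.932, 0.865 and -0.30, and all 3 explanations stay open. Rises chosen on the wild-type response alone gave 0.773 (fry adjusted p = 0.0488), and on the mutant alone 0.919 (fry adjusted p = 0.659). The rule written before the values were seen judged both sets together by medians alone. By it gene choice and mutant replicate 2 would have been excluded, with all medians below 0.95, and the starting level left undecided, as it makes up 6.78% of the difference for falls and 46.7% for rises. That rule took no account of the spread, and for the rises single replicates lie on both sides of 0.95 (0.845 and 1.02 for genes chosen on replicate 1, and 0.722 and 1.02 for replicates 1 and 3 by number), so neither is excluded there. A smaller effect of the medium in the mutant may therefore hold for the falls, as a hypothesis found and tested on the same data, and a slower change or a different end point are not separated at a single time.

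Exchanging genotype labels within each medium over 200 splits gave as large a deviation in 8 splits for falls (exact p = 0.04) and in 7 for rises (exact p = 0.035). That test also breaks the genotype difference itself, and for the rises it differs from fry (adjusted p = 0.198). It moved labels separately in each medium, which parts libraries of the same genotype and replicate number. Such libraries were correlated between media (0.377 to 0.395 in wild type and 0.618 to 0.745 in the mutant). The p-values of this exchange therefore do not decide whether chance is excluded, for falls or for rises.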

How the results depend on the processing

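The block within each genotype and the fit without mutant replicate 2 in both media were chosen after the data were seen. At an adjusted p below 0.05 called genes numbered 5858 and 3920 for the responses of wild type and mutant, 1868 (716 large) and 3141 (1034 large) for the genotypes in 2i and N2B27, and 51 (33 large) for the difference of the responses. DESeq2 called 1453 (565 large), 2321 and 142 (72 large) in the last 3, with a genotype overlap of 304. A replicate block gave 1113 in 2i, where the numbers did not pair the libraries, 2270 in N2B27 and 23 (17 large) for the difference, with 0 lists past the camera threshold in the mutant. The block within each genotype gave 5788, 3976 and, for the difference, 189 (83 large). With only the compared libraries the wild-type response had 4624 (2143 large), against 3795 in the main fit. The mutant response had 950 (710 large), 2i 450 (291 large) and N2B27 581 (353 large). Calls thus rose in wild type and fell in the others, so fewer libraries alone do not account for these changes. Replicate spread was lowest in wild-type 2i (variance ratios 5.56 to 6.31) and highest in mutant 2i (22.9 to 35.0), and the main fit used all groups together. Without mutant replicate 2 in both media edgeR called 1234 for the mutant response, 278 (172 large) in 2i, 682 in N2B27 and 0 (0 large) for the difference (2032 at an unadjusted p below 0.05 with all libraries), with 0 mutant lists and an overlap of 96. For the difference, limma on log2 TPM called 18 (15 large) and testing genes with any count 28 (21 large). A preset correlation of 0.01 put 10, 13, 12, 11 and 5 lists past the threshold. Slopes were 0.848 for falls chosen on the mutant alone (fry adjusted p = 0.103) and 0.773 for rises chosen on wild type alone (fry adjusted p = 0.0488). Without a fold minimum 1756 and 352 calls were shared. Component 1 held 32.1% on log2 TPM of all genes and 52.2% on log2 TPM of the tested genes, so TPM in place of CPM did not by itself lower the share. *Fgfr2* in 2i reversed to -0.20 with limma and was not called there. Apart from the share of component 1, the causes of these changes were not tested.

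Leaving out single libraries gave 2483 to 3174 (large 1509 to 1787) calls for wild type, 1358 to 2234 (839 to 1231) for the mutant, 171 to 632 (121 to 360) in 2i, 500 to 1022 (303 to 560) in N2B27 and 0 to 13 (0 to 10) for the difference. Lists past the threshold were 0 to 1 for the mutant and 0 to 0 elsewhere, slopes 0.6997 to 0.786 and 0.812 to 0.910, overlaps 745 to 980 and 72 to 181, and components 50.9 to 54.7% and 20.1 to 22.96%. Of the named values across single libraries left out, 5143 kept their side of the threshold, 356 weakened, 33 strengthened and 0 called values reversed. With all libraries 312 of 774 named values were past the threshold. The direction of values called in neither fit is not covered by these numbers. The block changed no called gene to not called among 774 named values and added 53 calls. In data simulated at the real library sizes and dispersions 31.3% of 2-fold differences of the responses were called, and depth itself was not varied.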

Other observations

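The tests for a lost Y chromosome and for extra copies, and the simulated overlaps, were chosen after the result was seen.

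Beyond the pluripotency genes, some p53 targets and imprinted genes were called between genotypes, while the lists as a whole did not pass the threshold. Of 14 p53 targets 7 were higher in the mutant in N2B27, also when adjusted over the list alone (camera adjusted p = 0.309 with an estimated correlation). *Btg2*, an antiproliferative gene, was higher in 2i (1.19 ± 0.15, edgeR adjusted p = 0.00069) and in N2B27 (1.08 ± 0.15, edgeR adjusted p = 0.000791), and *Perp*, a desmosomal p53 target, in N2B27 (1.67 ± 0.26, edgeR adjusted p = 0.00129). *Cdkn1a*, the cell cycle inhibitor gene of the list, fell over 24 h in wild type (-1.87 ± 0.11, edgeR adjusted p = 2.41e-07) and in the mutant (-1.76, edgeR adjusted p = 1.06e-06). Of 21 imprinted genes 8 rose and 2 fell in the mutant in N2B27, and 14 were called when adjusted over the list alone (camera adjusted p = 0.309 with an estimated correlation), with *Meg3* at 160.4 ± 35.9 CPM in wild type and 599.7 ± 81.9 CPM in the mutant (1.90 ± 0.27, edgeR adjusted p = 0.000729). *Plagl1*, an imprinted zinc finger gene, was also higher there (1.79 ± 0.29, edgeR adjusted p = 0.00163).

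Of 13 ATF4 targets 2 were lower in the mutant in N2B27 and 6 when adjusted over the list alone (camera adjusted p = 0.423 with an estimated correlation), among them *Ddit3*, a stress transcription factor gene (-2.09 ± 0.30, edgeR adjusted p = 0.000811). Of 12 primitive endoderm genes 5 were higher there, and 6 when adjusted over the list alone, with the laminin genes *Lama1* (1.21 ± 0.20) and *Lamb1* (0.89 ± 0.13). In wild type 7 of 16 genes of cholesterol synthesis rose over 24 h, and 8 when adjusted over the list alone (camera adjusted p = 0.317 with an estimated correlation), including *Hmgcs1* (0.65 ± 0.08, edgeR adjusted p = 4.71e-05). Notch genes moved in both directions, with 2 of 9 up and 5 down in wild type, *Hes1*, a target of the pathway, down (-3.20) and *Dll1*, a ligand gene, up (3.21). None of these lists, nor the p53 and imprinted lists, passed the camera threshold (Notch adjusted p = 0.400 and primitive endoderm adjusted p = 0.309, each with an estimated correlation).

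The first principal component held 52.0% of the variance here on tested genes. That share was higher than the value quoted from the study above, and the deposited log2 TPM of all genes gave 32.1%. On log2 TPM of the tested genes it was 52.2%, or 35.5% with each gene scaled to unit variance. TPM in place of CPM therefore did not by itself lower the share.

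Mutant replicate 2 had almost no RNA of 9 Y-linked genes, at most 0.0720% of the level in the other mutant replicates, and higher RNA over parts of chromosomes 6 and 14. A mislabelled wild-type sample is excluded, since 97.4% of the genes called between genotypes without this replicate lay beyond the wild-type range on the mutant side in it. *Gm47283*, also on chromosome Y and left out of these 9, was at 129.9 and 137 CPM. Loss of the Y chromosome, or of the part of it with the 9 genes, and extra copies of these parts are candidate explanations, as windows picked in 2i had a median log2 of 0.49 in N2B27 (91.4% of 348 genes above 0), where 3 copies in place of 2 give 0.58. Picking windows in 2i and testing them in N2B27 uses separate libraries, although both may come from the same culture. No DNA was analysed here, and whether the replicate is another clone or a passage that changed in culture stays open.

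In N2B27 80.2% of the large genotype changes were higher in the mutant. The choice among the scalings used here is argued against, as the share was at least 80.4% under both others. These differed little, with median log2 fold changes over all genes of 0.0096 and 0.083. All are relative to the counts of each library, so a difference in total RNA was not tested. Mutant replicate 2 and its chromosome parts are argued against, as 83.8% (301 of 359) were higher without them. A smaller fall of genes that fall in wild type may account for part of it, since 32.2% of the rises (145 of 450) had a large fall in wild type, against 26.5 genes for independent lists and 23 to 42 in 10 simulations in which the genotype effects were given to other genes. That overlap shares the wild-type N2B27 libraries between both comparisons, and no separate test on split libraries was made, so this stays open. Of the large falls in N2B27 53.2% (59 of 111) had a large rise in wild type, against 5 to 12 in the same simulations, so the overlap was not particular to the rises. The difference between the shares was not tested. An effect of the mutation on the remaining genes stays open as well.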
